A study of Drosophila melanogaster with 3 samples. Its data were reported in "Single-cell transcriptome maps of myeloid blood cell lineages in Drosophila" (2020).

How the data were processed

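Bulk RNA sequencing was performed on lymph glands, the larval blood-forming organ of Drosophila, taken from Oregon-R larvae in steady state at 72, 96 and 120 h after egg laying (AEL). Oregon-R is a wild-type laboratory strain. There was 1 library per time point, grouped by the time given in the labels, so no difference below has a replicate check, and the comparisons are between those libraries and not between the developmental stages. Per the labels, total RNA was extracted with Trizol from glands that had not been dissociated and sequenced on an Illumina instrument. The dissection described in the methods of the study removed the dorsal vessel, the ring gland and the posterior lobes and kept the primary lobes, and the bulk samples followed it up to the enzyme step. How complete that removal was in each library is not stated.

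The authors deposited raw counts per gene, as whole numbers with no normalization, for 17490 genes in each library. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated for the bulk libraries. Reads shared between near-identical copies or overlapping genes may therefore have been split, dropped or counted in either gene. Of the 17490 gene identifiers, 17216 matched the Ensembl release 115 annotation (BDGP6.54), which supplied exonic lengths and the coordinates printed below. Those coordinates are on that annotation and not on a build named by the authors.

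Scaling factors were computed with edgeR 4.0.16 (trimmed mean of M-values, TMM) in R 4.3.3, and with DESeq2 1.42.0 as an alternative. Other steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. CPM (counts per 1000000 counts of the library) were scaled by the TMM factors, and log2 ratios were taken after adding a pseudocount of 1 CPM, which understates the change of low genes. The 9056 genes with at least 1 CPM, before TMM scaling, in at least 1 library were tested. A gene was called changed when its log2 ratio was at least 2 in size, which is 4-fold. Temporal patterns required a 2-fold change in each step. Folds of single genes were taken from the scaled counts without a pseudocount, with an exact (Clopper-Pearson) 95% interval of the ratio of a pair of Poisson counts. A library at or under the floor of 3 counts was set to 3 counts, which makes the fold a bound where the count was under 3. Such a bound is on the fold of the counts and leaves out counting error, so the interval can reach lower. Shares carry Wilson 95% intervals. Intervals and floors cover counting error only, since PCR copies are not independent molecules.

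Gene lists were of 2 kinds. The signature lists were the first 30 gene names of each of 9 lists that the study drew from single cells of the same organ, so they are not independent of the tissue. A further 14 lists of other tissues and processes were written before the data were examined. A list was described by its median log2 ratio and the percentile of that median among 10000 random lists matched on mean expression in 20 bins. A list outside the central 95% of the random lists is called apart. The random lists can fall or rise themselves, so a list that is not apart can still have fallen or risen. No p-value is given, since genes are not replicates. Genes were named by a rule set before the data were examined: the marker genes of the study, the 5 largest and 5 smallest log2 ratios of each comparison among genes with at least 10 CPM in at least 1 of the compared libraries, and the 5 genes with most counts in each library. Other genes that are named were chosen after their values were seen.

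The functions were tested on simulated data for 17490 genes, of which 8465 were tested. Of 200 genes changed 8-fold, drawn from those with a mean of at least 5 CPM, 196 were called in the right direction. Calls of changed genes below that mean were not tested. Of the unchanged genes, 0 were called. The 95% interval covered the true ratio for 95.1% of unchanged genes. Of 100 lists of 30 unchanged genes, 5 were apart, and of 100 lists raised 1.5-fold, 100 were apart. The simulation drew single reads, and does not cover read pairs counted as separate mates. It added no spread between libraries beyond counting error. It therefore does not show how often unchanged genes or lists would be called in real libraries.

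Alternatives were total-count scaling, DESeq2 size factors, pseudocounts of 0.1 and 5 CPM, a filter of 10 CPM and no filter, a 2-fold threshold, a whole interval past 4-fold, counts thinned to the smallest total, other list sizes, lists restricted to genes on 1 list, random lists matched on length too, and the mean in place of the median. Halved counts, leaving out the 10 most abundant genes, single genes under other scalings, and signature lists without the genes of other tissues were added after the data were seen. GC content was not analysed here.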

Results

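The lymph gland was profiled at 72, 96 and 120 h AEL, with 1 library at each time. Total counts were 49511614 at 72 h AEL, 37922500 at 96 h AEL and 34278733 at 120 h AEL, and the smallest level that 3 counts can show was 0.0606, 0.0791 and 0.0875 CPM. TMM factors were 1.05, 0.989 and 0.967. Among genes with 1 to 20 counts, 69.6%, 72.0% and 70.9% had an even count in the 3 libraries, so counts do not behave as single independent reads and the intervals below are too narrow by an amount that is not known.

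The composition of the libraries was compared first. Mitochondrial genes took 3.89% of the counts at 72 h AEL (Wilson 95% interval 3.88% to 3.89%), 6.64% at 96 h AEL (6.63% to 6.64%) and 5.54% at 120 h AEL (5.53% to 5.55%). The 92 ribosomal protein genes took 18.7%, 14.1% and 15.1%, and leaving rRNA and mitochondrial genes out of the total moved these to 19.5%, 15.1% and 16%. The 10 most abundant genes took 12.6%, 13.9% and 13.6%. The gene with the most counts was Ef1alpha48D at 72 h AEL (2.55%) and mt:lrRNA at 96 and 120 h AEL (4.24% and 3.62%). Tep4 was among the 5 most abundant genes of each library.

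At least 10 counts were found for 10199 genes at 72 h AEL, 8709 at 96 h AEL and 8598 at 120 h AEL. After rarefaction to the smallest total, the numbers were 9873, 8594 and 8598, so the excess at 72 h AEL was not removed by equal depth. Across the 9056 tested genes, Spearman's rho was 0.903 between 72 and 96 h AEL, 0.990 between 96 and 120 h AEL and 0.883 between 72 and 120 h AEL. These are correlations across genes, which are not independent replicates. The lowest value among the alternatives was 0.838, between 72 and 120 h AEL with a filter of 10 CPM.

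Gene expression was then compared between time points. At 96 h AEL, 109 genes were at least 4-fold higher and 781 at least 4-fold lower than at 72 h AEL. At 120 h AEL, 17 genes were higher and 6 lower than at 96 h AEL. Between 72 and 120 h AEL, 191 genes were higher and 877 lower. A 2-fold threshold gave 669 higher and 1878 lower genes at 120 than at 72 h AEL, and a pseudocount of 5 CPM gave 116 and 276. Of the 877 genes lower at 120 h AEL, 728 were already 4-fold lower at 96 h AEL, and 314 were at or under 3 counts at 120 h AEL. None of these differences has a replicate check.

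**Figure D1:**
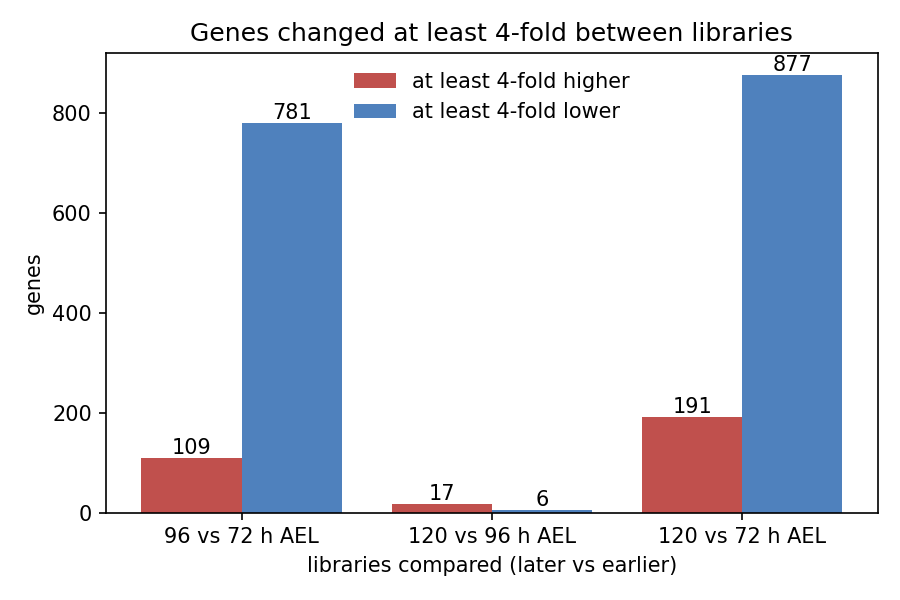
Genes at least 4-fold higher (red) or lower (blue) in the later library of each comparison, as bars from 0, among 9056 tested genes. The comparison of 120 with 96 h AEL has 17 and 6 genes, against 191 and 877 for 120 with 72 h AEL.

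Among genes with at least 10 CPM in at least 1 of the compared libraries, the largest falls from 72 to 96 h AEL were those of CG11300, CG32198, CG12310, CG14143 and CG13560. CG11300 (FBgn0034901, chromosome 2R, 23751915 to 23752495 on BDGP6.54) had 33995 counts at 72 h AEL, 2 at 96 h AEL and 80 at 120 h AEL. It was at least 8207-fold lower at 96 h AEL by counts (lower 95% limit 3407). CG32198 had 25999, 0 and 14 counts. The largest rises were those of lectin-28C, Inos, CG14946, CG15343 and PPO1. The gene lectin-28C (FBgn0040099, chromosome 2L, 7857077 to 7860120) was 120-fold higher at 96 h AEL (95% interval 90.2 to 163), with 48 and 4163 counts. Inos was 47-fold higher (44.8 to 49.4).

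From 96 to 120 h AEL, the largest rises were those of Fbp1, Cyp4g1, lectin-22C, Obp99b and CG34166. Fbp1 (FBgn0000639, chromosome 3L, 14094589 to 14098053) had 10, 0 and 3479 counts at 72, 96 and 120 h AEL, at least 1312-fold higher at 120 than at 96 h AEL. Cyp4g1 had 1139, 22 and 1514 counts, and so was 77.9-fold higher at 120 than at 96 h AEL (51.3 to 125) after a fall from 72 h AEL. The largest falls were those of dac, pncr002:3R, GstD7, pyd3 and Mp. The gene dac (FBgn0005677, chromosome 2L, 16466512 to 16485998) had 382, 444 and 2 counts, at least 131-fold lower at 120 h AEL. From 72 to 120 h AEL, CG14946, lectin-28C, Fbp1, Inos and CG4950 rose most, and CG32198, CG14143, CG32074, CG12310 and prc fell most. CG14946 was 727-fold higher (395 to 1516), and prc was 1256-fold lower (577 to 3422).

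Temporal patterns were asked for with a 2-fold change in each step. The level rose in both steps for 38 genes and fell in both for 49. It rose and then fell for 7 genes, and fell and then rose for 37. With 4-fold steps the number falling in both steps was 0, and with a pseudocount of 0.1 CPM it was 287.

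The signature lists addressed whether genes of each cell type changed with the age of the gland. Plasmatocytes are the phagocytic blood cells, crystal cells carry prophenoloxidases, lamellocytes form under immune challenge, and prohemocytes are their progenitors. The plasmatocyte (PM) list had a median log2 ratio of 1.64 at 96 against 72 h AEL, 0.29 at 120 against 96 h AEL and 2.0 at 120 against 72 h AEL, each at percentile 100 of the random lists. The crystal cell (CC) list had 1.57, 0.24 and 1.84, and the lamellocyte (LM) list 0.76, 0.50 and 1.42, also at percentile 100. The prohemocyte (PH) list fell, with -0.41, -0.16 and -0.55 at percentiles of 0, 0.05 and 0. The list of the posterior signaling center (PSC), the niche of the gland, had -0.70 and then 0.13, with -0.58 between 72 and 120 h AEL. The values of the PSC and PH lists are medians of genes that include several with opposite changes, 8 of 26 and 7 of 26 tested genes being higher at 120 than at 72 h AEL.

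The adipohemocyte list, named for a lipid-related cell type of the study, rose by 0.94 and then 1.26, and all 28 tested genes were higher at 120 than at 96 h AEL. With the first 10 genes of that list the value at 96 against 72 h AEL was -0.33. The GST-rich list, named for glutathione S-transferase genes, had 0.33 at 96 against 72 h AEL (percentile 99.6), -0.01 at 120 against 96 h AEL (percentile 38.3) and 0.30 at 120 against 72 h AEL (percentile 97.3, not apart). The study classed its dorsal vessel (DV) and ring gland (RG) cells as non-hemocyte, so these lists need not describe cells of the gland. The DV list fell by 2.53 and then by 0.51, with -3.04 between 72 and 120 h AEL, at percentile 0 each time. The RG list had -0.58 at 96 against 72 h AEL (percentile 32.6), 1.00 at 120 against 96 h AEL (percentile 100) and 0.35 at 120 against 72 h AEL. The last was -1.06 with a filter of 10 CPM, and at 120 against 96 h AEL the first 10 genes gave -0.11, so its direction depended on the processing.

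**Figure D2:**
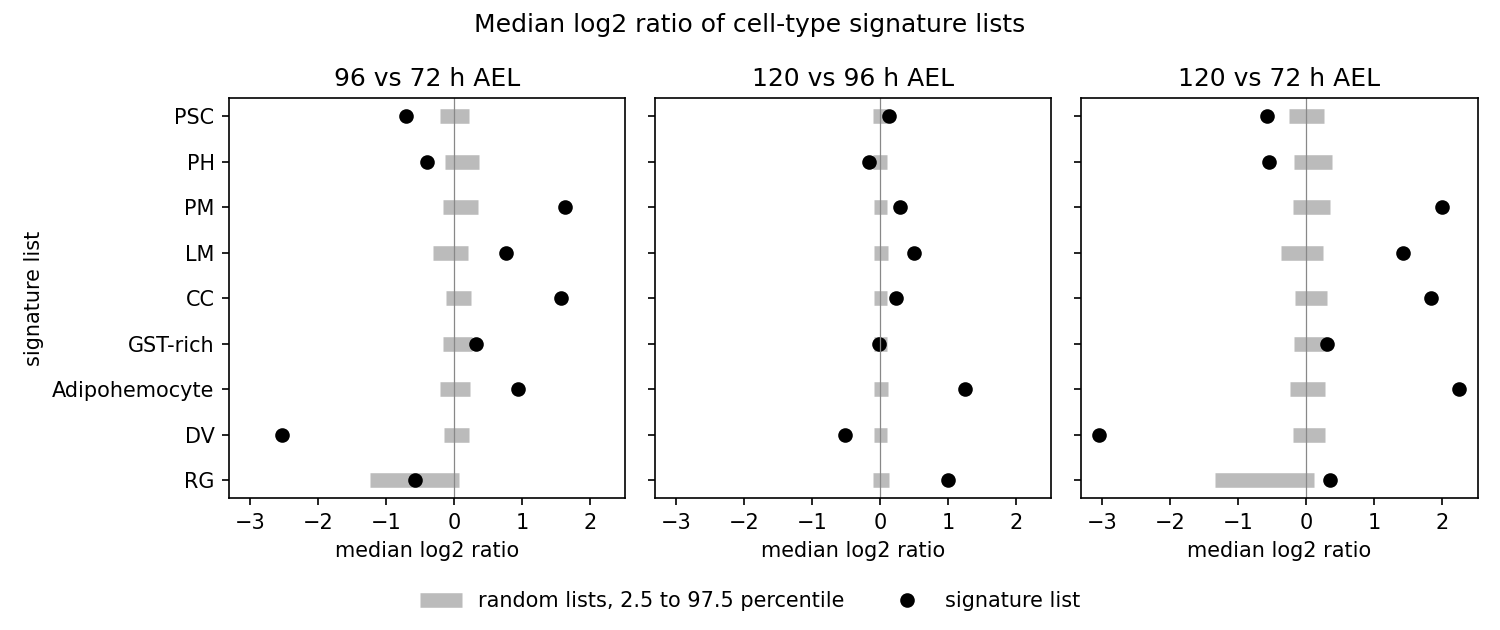
Median log2 ratio of each signature list (black points) in 3 comparisons, with the central 95% of 10000 random lists (grey bars). The DV list lies at -3.04 and the PM list at 2.0 for 120 against 72 h AEL. The GST-rich list at -0.01 for 120 against 96 h AEL lies within the grey bar. The study classed DV and RG cells as non-hemocyte.

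The study described GST-rich cells and adipohemocytes as cell types, and the presence of their signature genes was checked in each library. Of the first 10 GST-rich genes, 9 had at least 1 CPM in each library. Of the first 10 adipohemocyte genes, 9 had at least 1 CPM at 72 h AEL and 10 at 96 and 120 h AEL. With 10 CPM, the adipohemocyte numbers were 5, 3 and 8.

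Marker genes gave the same comparison gene by gene. Tep4, a prohemocyte marker (FBgn0041180, chromosome 2L, 19548507 to 19556451), had 12240, 10740 and 10240 CPM at 72, 96 and 120 h AEL, and Ance had 5575, 7043 and 9720 CPM, a rise although it is also a prohemocyte marker. Hml had 7999, 15020 and 12240 CPM. NimC1 (FBgn0259896, chromosome 2L, 13973158 to 13976769) was 11.9-fold higher at 120 than at 72 h AEL (95% interval 11.6 to 12.4) and Pxn 3.55-fold higher (3.53 to 3.58). Among crystal cell markers, lz (FBgn0002576, chromosome X, 9284649 to 9303636) had 28, 701 and 736 counts, 41.1-fold higher at 120 than at 72 h AEL (28.2 to 62.3), PPO1 was 34.8-fold higher (34.1 to 35.5) and PPO2 20.6-fold higher (20.4 to 20.9). PPO1 and PPO2 are related genes whose reads could have been shared in the authors' counting. The lamellocyte marker atilla had 342, 140 and 258 counts, and its interval at 120 against 72 h AEL, 0.999 to 1.39, included no change. Nplp2, a marker of the intermediate zone, was 4.40-fold lower at 120 than at 72 h AEL (4.37 to 4.44), and Ama, a marker of late plasmatocytes, was 21.8-fold higher (18.9 to 25.3).

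**Figure D3:**
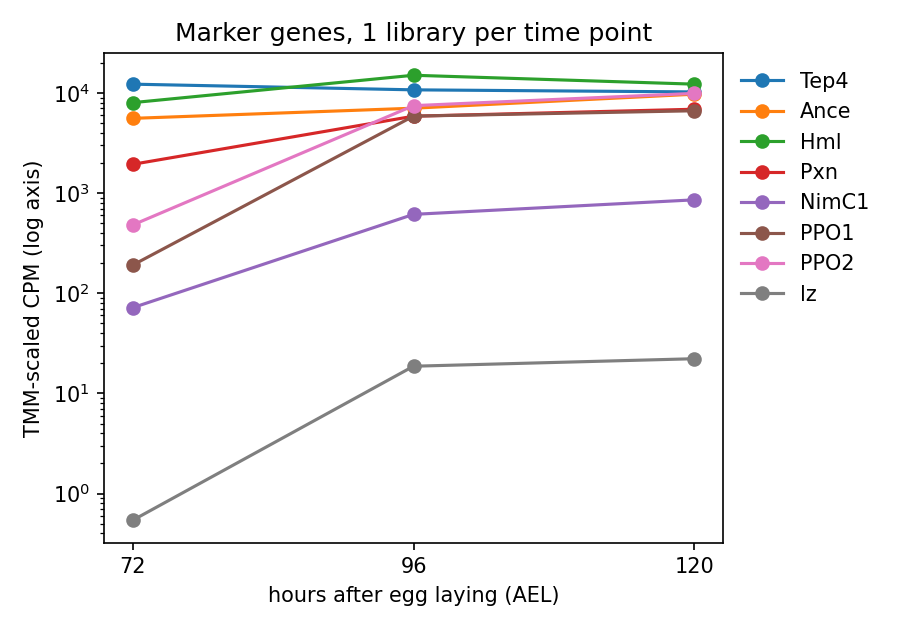
TMM-scaled CPM (log axis) of 8 marker genes against hours AEL, with 1 library per point and no error bars. From 72 to 96 h AEL, lz, PPO1 and PPO2 rose from 0.541, 191 and 480 CPM to 18.7, 5868 and 7468 CPM, and Tep4 changed from 12240 to 10740 CPM.

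Genes of the ecdysone response did not move together. Between 72 and 120 h AEL, br was 26.7-fold higher (25.2 to 28.3), Eip74EF 48.4-fold higher (42.2 to 55.8) and EcR 5.67-fold higher (5.34 to 6.021). Hr4 (FBgn0264562, chromosome X, 1941940 to 2007956) had 2210, 17 and 3 counts, 471-fold lower at 120 than at 72 h AEL (161 to 2288). The ecdysone list of 19 tested genes had a median of -0.39 at 96 against 72 h AEL (percentile 3.11), 0.22 at 120 against 96 h AEL (percentile 99.95, with 13 genes higher) and -0.43 at 120 against 72 h AEL (percentile 5.67). The last was -0.067 with a filter of 10 CPM (percentile 63.1) and -0.40 with a pseudocount of 5 CPM (percentile 1.54, apart). The DNA replication list of 31 tested genes had -0.08 at 96 against 72 h AEL (percentile 2.8, not apart), -0.26 at 120 against 96 h AEL (percentile 0, with 28 genes lower) and -0.35 at 120 against 72 h AEL (percentile 0.01). The first became apart with a pseudocount of 0.1 CPM (percentile 2.18) and with a filter of 10 CPM (percentile 2.4).

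Lists of other tissues were compared in the same way. Between 72 and 120 h AEL, the muscle list had a median log2 ratio of -3.60, the midgut list -3.11, the ring gland list written for this comparison -2.57 and the neuron list -2.44, all at percentiles of at most 0.12. With a filter of 10 CPM the neuron list had -2.43 at percentile 24.3, and so was not apart. Its median hardly moved, so the random lists and not a smaller fall account for that change. At 120 against 96 h AEL, this ring gland list had -0.91 (percentile 0), opposite in direction to the RG signature list. The neuronal marker nSyb had 1505, 16 and 7 counts, and the dorsal vessel markers Mlc1 and Mlc2 were 31.1-fold (27.3 to 35.6) and 21-fold lower (19.8 to 22.3) at 120 than at 72 h AEL. Hand, also a dorsal vessel marker, had 2806, 829 and 769 counts and was 2.335-fold lower (2.155 to 2.532) at 120 than at 72 h AEL. At 120 against 72 h AEL, the cuticle list had -1.81 (percentile 4.2) and the salivary gland list, of 3 tested genes, -2.48 (percentile 5.17). Neither list was apart, but their random lists had medians of -1.14 and -1.43, so this does not mean that they did not fall. Both were apart at 96 against 72 h AEL, at -1.95 (percentile 1.41) and -2.64 (percentile 1.7). Neither was apart in that comparison with a pseudocount of 0.1 or 5 CPM. The fat body list, of 8 tested genes, rose by 1.92 at 120 against 72 h AEL, and the testis list, of 5 tested genes, by 0.61 (percentile 97.9, apart). The testis list was not apart with a pseudocount of 0.1 CPM (percentile 97.03) or 5 CPM (percentile 97.04). The heat shock list had -0.12 (percentile 25.9). In the same comparison of 120 with 72 h AEL, the antimicrobial peptide list, of 4 tested genes, rose by 2.69 (percentile 100). The extracellular matrix list rose by 0.65 (percentile 99.73). The male dosage compensation list, of 3 tested genes, had 0.36 (percentile 79.14, not apart).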

Values the study reported

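In single cells of the lymph gland, the study reported that prohemocytes made up 49.8% and plasmatocytes 46.1% of the hemocytes at 72 h AEL. For 120 h AEL it gave a prohemocyte share of 30%.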

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

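Total-count scaling moved the median log2 ratio of all tested genes at 120 against 72 h AEL from -0.04 to -0.15. Neither other scaling, thinning to the smallest total nor leaving out the 10 most abundant genes changed a count of changed genes by over 1.5 times. Using no filter cannot change those counts, because a gene under 1 CPM cannot reach 4-fold with this pseudocount. In every setting tried, more genes were lower than higher at 96 and at 120 against 72 h AEL. For the changes that follow the cause was not tested.

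Higher and lower genes are given in that order for 96 against 72, 120 against 96 and 120 against 72 h AEL. A pseudocount of 0.1 CPM gave 194 and 1528, 76 and 79, and 287 and 1617. A pseudocount of 5 CPM gave 66 and 240, 6 and 1, and 116 and 276. A 2-fold threshold gave 431 and 1770, 133 and 101, and 669 and 1878. With a filter of 10 CPM, lower genes numbered 442, 3 and 508. With the whole interval past 4-fold, lower genes numbered 1346, 36 and 1460, and higher genes at 120 against 96 h AEL numbered 37. The same interval criterion on halved counts, chosen after seeing the data, gave 125 and 1212, 24 and 21, and 218 and 1314. The small counts at 120 against 96 h AEL had no stable direction: 17 higher and 6 lower became 76 and 79.

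Genes higher in both steps, lower in both, higher then lower, and lower then higher numbered 65, 287, 19 and 231 with a pseudocount of 0.1 CPM, and 16, 6, 1 and 4 with 5 CPM. With 4-fold steps they numbered 2, 0, 1 and 2. With a filter of 10 CPM, genes higher then lower numbered 1 and genes lower then higher 20.

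Correlations for 96 with 72, 120 with 96 and 120 with 72 h AEL were 0.895, 0.991 and 0.875 with Pearson's r, and 0.876, 0.986 and 0.838 with a filter of 10 CPM. Over all genes with at least 1 count, rho was 0.972 for 120 with 96 and 0.895 for 120 with 72 h AEL. Without rRNA and mitochondrial genes in the total, the ribosomal protein shares were 19.5%, 15.1% and 16%. At 10 CPM, 5 GST-rich genes were present at 72 h AEL, and 5 and 3 adipohemocyte genes at 72 and 96 h AEL.

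Of 267 comparisons of a signature list with an alternative, 245 kept their direction and their place inside or outside the central 95% of random lists, 7 were weaker, 8 stronger and 7 reversed. For the PSC list, the first 10 genes gave 0.14 at 120 against 96 h AEL, the first 60 gave -0.027 at 120 against 72 h AEL, and the mean gave -0.60 at 96 against 72 and -0.41 at 120 against 72 h AEL; none of these was apart. For the PH list at 120 against 96 h AEL, the first 10 genes gave -0.16 and the mean -0.056, not apart.

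The GST-rich list at 120 against 72 h AEL became apart with total-count scaling (0.22), DESeq2 size factors (0.29), a pseudocount of 0.1 CPM (0.40), the first 60 genes (0.27), lists matched on length (0.30) and the mean (0.42). Its mean at 120 against 96 h AEL was 0.042, a reversed sign near 0, and its first 10 genes at 96 against 72 h AEL gave 0.33, not apart. The first 10 adipohemocyte genes gave -0.33 at 96 against 72 h AEL, reversed.

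The RG list was the least stable. At 120 against 72 h AEL it reversed to -1.06 with a filter of 10 CPM, -0.83 with the first 10 genes and -0.47 with genes on 1 list. With length matching it was -0.061. That setting drops list genes without a length, and the loss of those genes, not the matching, moved the median. At 120 against 96 h AEL the first 10 genes gave -0.11, also reversed. At 96 against 72 h AEL it became apart with a filter of 10 CPM (-1.55) and the first 60 genes (-0.54).

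Among lists of other tissues and processes, the heat shock list reversed near 0. At 120 against 96 h AEL it had 0.007 with DESeq2 size factors and 0.005 with a pseudocount of 0.1 CPM. With a filter of 10 CPM it had 0.008 at 96 against 72 and 0.11 at 120 against 72 h AEL. The same filter made it apart at 120 against 96 h AEL, at -0.21 (percentile 2.25). With a filter of 10 CPM the neuron list was no longer apart. It had -1.97 (percentile 35.5) for 96 against 72 and -2.43 (percentile 24.3) for 120 against 72 h AEL. The latter median was close to the -2.44 without that filter. With a pseudocount of 5 CPM the ecdysone list became apart, at -0.37 for 96 against 72 and -0.40 for 120 against 72 h AEL. Of all comparisons of these lists with an alternative, 10 were weaker and 8 stronger. Of the comparisons of single genes, 7 were weaker and 263 the same.

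Some alternatives gave no value. Restricting a signature list to genes on 1 list, or to genes outside the lists of other tissues, was not run where it removed no tested gene, and the filter of 10 CPM was not run for lists it left with fewer than 3 genes.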

Other observations

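The tests of depth, abundant genes, gene length and the eye-antennal disc were chosen before their own results were seen, and all others after. The test of abundant genes was corrected to recompute the TMM factors after its first value had been seen. All tests were run on the data in which the patterns were found.

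More genes were 4-fold lower than higher at 120 than at 72 h AEL. Thinning every library to the smallest total left 872 lower genes, the smallest number under plain CPM or DESeq2 size factors was 884, and leaving out the 10 most abundant genes left 949, so none of these removed the excess. Across tested genes, of which 97.9% have a length, Spearman's rho of the log2 ratio with exonic length was 0.084. Of 59 tested genes on the muscle, ring gland, neuron and midgut lists, 72.9% were 4-fold lower, but these lists were pooled after their medians were seen to fall, so that share decides nothing. Each list was itself written before the data were examined, and alone had a median at a percentile of at most 0.12 among matched random lists. Over all 8 lists named for another tissue, including the fat body and testis lists whose medians rose, 60.4% of 91 tested genes were 4-fold lower, against a median of 16.5% in random lists matched on expression. Most of that share came from the same 4 lists. Of the other 32 genes, 37.5% were 4-fold lower, against a median of 25% in matched lists (percentile 96.7, not apart). Among all tested genes 9.68% were 4-fold lower, so those matched lists themselves held more fallen genes. The DV signature list fell for 29 of 29 tested genes. Of 18 midgut list genes above 3 counts at 72 h AEL, 17 were at or under 3 counts in both later libraries. The ring gland list written beforehand fell for 11 of 12 tested genes, while the RG signature list had no stable direction. RNA of dorsal vessel, muscle, ring gland, gut or neurons in the 72 h AEL library is a candidate explanation for part of the excess. The study itself found dorsal vessel, ring gland and neuron cells among its single cells. A change within the gland cannot be told apart from it. GC content was not analysed here.

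The genes dac, ato, gl and rst were highest at 96 h AEL and fell by 120 h AEL. These genes were seen first, and a list of other eye-antennal disc genes was then written without them. Of its 12 tested genes, 9 (75%) were at least 2-fold lower at 120 than at 96 h AEL, against 1.12% of all tested genes, among them eya with 342, 298 and 0 counts. RNA of that disc in the earlier libraries is a candidate source. From 72 to 96 h AEL, 0 of the 12 were at least 2-fold higher with the same pseudocount of 1 CPM. Without a pseudocount, 3 (B-H2, dan and danr) were at least 2-fold higher and 4 at least 2-fold lower. No biological explanation was tested.

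Hr4 fell while br, EcR and Eip74EF rose. Hr4 was 471-fold lower at 120 than at 72 h AEL (161 to 2288). The largest fall among the 12 tested genes of the ring gland list was 30.7-fold. Of those genes 11 fell and sro rose. The fall of Hr4 was thus larger than that of each listed gene, but 12 genes set no bound on another gene of that tissue. A loss of RNA of the ring gland or of another tissue cannot be ruled out.

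The adipohemocyte list rose most of the signature lists between 96 and 120 h AEL. The fat body list, written beforehand, had a median log2 ratio of 0.47 in the same comparison (percentile 99.99, apart). This was lower than the 1.26 of the adipohemocyte list. The 8 tested fat body genes did not move together, with 5 higher and 3 lower. Fbp1, Lsp2 and Fbp2 were at least 2-fold higher, Lsp1alpha 1.47-fold higher and Lsp1gamma 1.32-fold higher. Sdr was 4.07-fold lower (46 and 10 counts), Apoltp 2.26-fold lower (210 and 82 counts) and Lsp1beta 1.12-fold lower. The rise of the adipohemocyte list cannot be told apart from fat body RNA at 120 h AEL, and these values do not decide it.

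Low counts were mostly even. The lowest share of even counts from 1 to 20 among the libraries was 69.6%, whereas counts simulated as single reads gave 46% to 47.2%. Counting both mates of a read pair is a candidate explanation. The floor of 3 counts may then stand for fewer than 2 fragments.

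Some signature genes were at or near 0. CecA1, CecA2 and CecC, on the prohemocyte list, reached at most 0.664 CPM. Of 10 other antimicrobial peptide genes, 4 reached 1 CPM, so reads shared between near-identical cecropin copies could not be separated from low expression. IM18 was listed at 0 in each library, and 100% of its exonic length lies in exons of CG10332, itself listed at 0, so loss of shared reads may explain it. CR44430 was also listed at 0, with 0.0% overlap, and overlap does not explain it. Of 474 signature names, from the first 60 of each list, 6 were listed at 0 in every library, and 5 of those lie mostly in exons of other genes.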
